A study of Mus musculus with 9 samples. Its data were reported in "Pioneering function of Isl1 in the epigenetic control of cardiomyocyte cell fate" (2019).

How the data were processed

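ATAC-Seq libraries were made by the authors from pharyngeal mesoderm and hearts of mouse embryos at embryonic day 8.75, with 3 libraries each from wild-type control, Isl1 knockout and Isl1-Cre Brg1 floxed embryos. Samples were grouped by the genotype in their labels. Only the wild-type control group had values used here, as 1 list of accessible regions. According to the methods of the paper, the authors mapped paired reads to mm9 with bowtie2, kept properly paired primary alignments with samtools, removed duplicates with Picard, and called peaks per library with MACS14 at a p-value threshold, without a fragment model and with a fixed shift size. Peaks in the ENCODE blacklist were removed, and bedtools intersect with the option to write the original entry was used to find regions common to the replicates, with an overlap of at least 1 bp. The deposited columns are region start and end in bp, the distance in bp from the region center to the assigned TSS, a RefSeq transcript and a gene symbol. The tool that assigned genes is stated for the ChIP-Seq peaks of the study and not for these regions.

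Several of these steps can affect the measurements. The fixed shift extends each tag, and no offset for the Tn5 insertion site is stated, so region edges are not insertion sites and widths include the extension. Width also rises with read depth, which is unknown here. The coordinates of a common region are those of 1 library, and a region can be written more than once when it overlaps several peaks of another library. Requiring a region in each of the 3 libraries favors strong sites, so the absence of a region does not show closed chromatin. No mapping quality filter is stated, so repeated sequence can receive reads from elsewhere. Each region was assigned to 1 gene, whatever gene it acts on, by a rule that is not stated for these regions. Among GENCODE starts of the genes named in the list, the deposited distance was within 100 bp of the shortest for 77.2% of 14878 regions, and for 61.5% of those over 1 kb from the assigned TSS. The RefSeq starts of that build were not used here.

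Positions were taken as 1-based and closed, so width was end minus start plus 1. Rows with the same chromosome, start and end were counted once. No column of values in the list was left unmapped (0 columns). Of 11541 RefSeq transcripts in the list, 11158 were matched to the gene table of assembly GRCm38.p6 by accession, 362 by symbol and 15 by synonym, and 6 had no match. That table was used for gene names and gene types only. Sequence and gene structure came from NCBIM37, the same build as mm9, with the GENCODE annotation of that build. No region ended beyond its chromosome. For the 86.7% of regions whose symbol is in GENCODE, 92.0% of the deposited distances were within 100 bp of the distance from the region's midpoint to a start of the same gene. A region's place was that of its midpoint, in the order within 1 kb of a start, exon, intron, intergenic.

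The background for the share of genes with a region was the 21027 protein-coding genes with a curated RefSeq transcript. A further 1081 genes in the list had a noncoding transcript, with 1756 regions, and were outside this background. Lists of at least 5 genes were tested, and 11 of the 12 lists were. The share of genes with a region was compared by two-sided Fisher's exact tests. The number of regions and the width of the widest region, both on a log2 scale, were compared among the 11541 genes with a region, noncoding ones included, by two-sided permutation of gene labels with 100000 resamples, in lists with at least 3 such genes. Benjamini-Hochberg adjustment was over the lists of each family, with a threshold of 0.05. Lists, tests, alternatives and the rule for the genes named were fixed before the data were examined. The rule was the 5 genes with the most regions (7 with ties), the 3 widest regions, the 3 clusters with the most covered bases, and each gene of the lists taken from the study's text, at most 10 of them in full. The result of 1 gene that this rule would name is not reported here, and the gene remains in the counts. The CpG frequency of a gene was the highest over its starts, within 500 bp of each. Alternatives were the merging of overlapping regions, all rows as deposited, only the wider regions (at least the median width), curated coding transcripts only, a background without receptor and predicted genes, autosomes only, random genes of similar territory or the same number of regions, a linear scale, and joining distances of 5000 and 25000 bp. Alternatives with GENCODE starts and with matched CpG content, and the median in place of the widest region, were added after the data had been examined.

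For the closing section, motifs were searched in the 8081 regions more than 1 kb from the assigned TSS. The search covered 300 bp at the center and 300 bp centered 3 kb away. A 31-mer was called repeated when it occurs more than once in the genome on either strand. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

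The list tests, the search for a planted motif (1 run) and the count of repeated 31-mers were tested on simulated data. The sign tests, the shuffling of gaps and widths, the correlations, and the motif search's exact test and reversed-string control were not. In 200 runs with the 11541 genes, a list of 15 genes shifted by 1 on the log2 scale was found in 100% of runs, and 4.5% of 2000 unshifted lists had an unadjusted p under 0.05. A list of 15 genes with a share of 90% in a background with a region at every other gene on average was found by Fisher's exact test in 67% of runs, so lists of this size can miss differences of that size. In 200 runs with 5000 genes, a list that differed through its strata alone had p under 0.05 in 2.5% of runs.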

Results

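The study asked whether loss of the LIM-homeodomain transcription factor Isl1, or of the chromatin remodeler Brg1 in Isl1-expressing cells, alters chromatin opening in the developing heart. Chromatin accessibility was profiled by ATAC-Seq, in which the Tn5 transposase inserts sequencing adapters preferentially into open DNA. The tissue was pharyngeal mesoderm and heart dissected from mouse embryos at embryonic day 8.75, the stage with 6 somites. The 9 libraries fell into 3 groups of 3, namely wild-type control embryos, Isl1 knockout embryos, and embryos carrying Isl1-Cre and homozygous for floxed Brg1. The values analyzed here were 1 list of accessible regions shared by the 3 wild-type libraries, in mm9 coordinates. The list gave positions, the assigned gene and the distance to its transcription start site (TSS), with no height, score or value per library. The 2 mutant groups were therefore not analyzed here, no difference between genotypes was tested, and no value below has a replicate error. The sequencing depth behind the list is unknown. Intervals given below are 95% Wilson intervals, which cover counting error over regions or genes, not variation between embryos.

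The list held 17432 rows and 17164 distinct regions, which together covered 21.0 Mb. A total of 172 regions were listed 2 times and 32 were listed 4 times, and each was counted once. No 2 distinct regions overlapped or touched, and the median gap between neighbors was 72839 bp. The median region width was 1123 bp, with an interquartile range of 908 to 1421 bp and extremes of 359 and 6230 bp. Restricting the list to regions at least as wide as the median left 8592 regions, by construction close to 50% of them.

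Accessible regions lay mostly at promoters. Of the 17164 regions, 9083 (52.9%, interval 52.2 to 53.7%) had their center within 1 kb of the assigned TSS and 10424 (60.7%, interval 60.0 to 61.5%) within 10 kb. A further 2550 regions (14.9%, interval 14.3 to 15.4%) lay beyond 100 kb. Centers were downstream of the TSS in 57.4% of regions within 1 kb (interval 56.4 to 58.5%) and in 55.1% of those beyond 10 kb (interval 53.9 to 56.2%). Regions within 1 kb had a median width of 1294 bp, compared with 1039 bp between 1 and 10 kb and 937 bp beyond 10 kb. The median was higher within 1 kb than beyond 10 kb on each of the 20 chromosomes compared (19 autosomes and X), by 361 ± 52.4 bp (mean and SD over 20 chromosomes; two-sided exact sign test, p = 1.91e-06). Base composition changed in the same order. Median GC content was 58.1% within 1 kb, 51.7% between 1 and 10 kb and 46.8% beyond 10 kb, and the median frequency of CpG dinucleotides was 5.93, 2.46 and 1.25 per 100 bp.

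Against the GENCODE annotation of the same genome build, 9620 regions (56.0%, interval 55.3 to 56.8%) had their midpoint within 1 kb of an annotated transcript start, a class that makes up 4.15% of the sequenced genome. Among the remaining regions, 4585 (26.7%) were intergenic, 2672 (15.6%) intronic and 287 (1.67%) exonic, compared with 57.7%, 35.7% and 2.42% of the genome. Relative to genome size, regions were 13.5 times as frequent at starts and 0.46 times as frequent in intergenic sequence.

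The density of regions differed between chromosomes. The 19 autosomes carried 6.85 ± 0.72 regions per Mb (mean and SD over autosomes), from 5.66 on chromosome 14 to 8.14 on chromosome 2. Chromosome X carried 542 regions, or 3.36 per Mb, the lowest of the 20 chromosomes. A rank of 1 among 20 has a one-sided permutation p of 0.05, the smallest this comparison can give. Per assigned gene, X had 1.24 regions and ranked 2 from the lowest, above chromosome 19 at 1.2, and the autosomes had 1.50 ± 0.12. The median width on X was 1130 bp and lay within the autosomal range of 1074 to 1170.5 bp. On X, 67.7% of regions lay within 1 kb of the assigned TSS, compared with 52.8 ± 6.05% on the autosomes. X ranked 19 from the lowest of the 20 chromosomes, and only chromosome 19 was higher, at 68.0%. Regions on X thus lay near a TSS more often than on the other autosomes. Chromosome Y held 1 region.

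**Figure D1:**
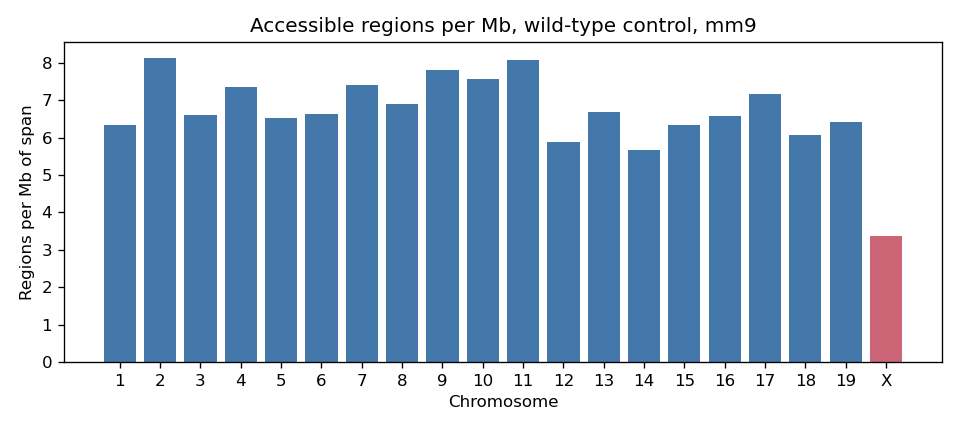
Accessible regions per Mb between the first and last region of each chromosome (vertical axis) for the 19 autosomes and X (horizontal axis), from the list shared by the 3 wild-type libraries. Each bar is 1 value without replicate error, and X at 3.36 regions per Mb is below the lowest autosome at 5.66.

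Regions were assigned to 11541 genes, on average 1.49 per gene. A single region was assigned to 8443 genes (73.2%), and 301 genes (2.61%) had 5 or more and together held 1900 regions (11.1%). In the wider regions alone, 7401 genes had a region and 87.9% of them had 1. The gene with the most regions was Nrxn3, with 21 regions over 1.53 Mb of chromosome 12 (89844083 to 91371761), of which 1 lay within 1 kb of its TSS and 12 beyond 100 kb. Btbd3, Flrt3 and Kif16b followed with 15 regions each, all on chromosome 2, at 137530455 to 138258441, 140363710 to 141281502 and 141780449 to 142727820. Cntnap2 on chromosome 6 (44976065 to 47270226), Got2 on chromosome 8 (98411315 to 99914236) and Nr2f1 on chromosome 13 (78302165 to 79527915) had 13 each. None of the 13 regions assigned to Nr2f1 lay within 1 kb of its TSS.

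The number of regions per gene was compared with the width of the widest. The median width of the widest region was 1192 bp for the 8443 genes with 1 region and 1759 bp for the 301 genes with 5 or more. Across 11541 genes, Spearman's rho was 0.27 and Pearson's r on log2 values was 0.30 (both two-sided permutation p = 1e-05, the smallest that 100000 resamples can give, and 1 relation tested). A maximum rises with the number of values drawn, so part of this relation is built in. In 1000 shuffles of widths among regions of the same distance class, a check added after the data were examined, rho was 0.16 on average and at most 0.18 (permutation p = 0.0020, the smallest possible). With the median width of a gene's regions in place of the widest, rho was -0.16. These values are across genes within 1 list, and genes are not independent replicates. The widest region, 6230 bp on chromosome 14 (84842354 to 84848583), contained annotated starts of Pcdh17, and its midpoint lay in a UTR exon of that gene. The second, 5416 bp on chromosome 1 (5099183 to 5104598), lay in an intron of Atp6v1h, 28723 bp from the TSS, and 89.8% of its 31-mers occur more than once in the genome. The third, 5254 bp on chromosome 5 (58105093 to 58110346), lay in an intron of 4932441J04Rik and contained starts of that transcript and of Pcdh7.

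Joining neighboring regions at a distance fixed before the data were examined, between the 5000 and 25000 bp of the alternatives, gave 15471 units, of which 14020 held 1 region and 1255 held 2. The remaining 196 clusters held 3 or more regions and contained 634 regions, 3.69% of all. The number of clusters rose with the joining distance, with 15 at 5000 bp and 640 at 25000 bp. The cluster with the most covered bases had 6 regions and 10846 covered bp on chromosome 7 (13594279 to 13640825), with regions assigned to Zbtb45, Trim28, Chmp2a, Ube2m and Mzf1. The next 2 lay on chromosome 13 (22097686 to 22143548; 6 regions, 8804 bp), with regions assigned to Prss16 and the histone genes Hist1h2ah, Hist1h2bk and Hist1h2bj, and on chromosome 3 (90017164 to 90070341; 7 regions, 8631 bp), with regions assigned to Rab13, Jtb, Creb3l4, Slc39a1, Crtc2 and Dennd4b.

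To ask which classes of genes lay near open chromatin, 11 gene lists chosen before the data were examined were compared with all other protein-coding genes. Of 21027 coding genes, 10361 (49.3%) had an assigned region. Housekeeping genes had a region most often, at 14 of 15 genes (93.3%, interval 70.2 to 98.8%; two-sided Fisher's exact test, p = 4.39e-04, Benjamini-Hochberg adjusted over 11 lists p = 0.00483). Skeletal muscle contractile genes had one least often, at 3 of 20 (15%, interval 5.24 to 36.0%; Fisher's exact p = 0.00262, adjusted p = 0.0144). None of the other 9 lists passed the adjusted threshold of 0.05. Cardiac regulators had a region at 11 of 14 genes (78.6%, interval 52.4 to 92.4%; Fisher's exact p = 0.0328, adjusted p = 0.120). Cardiac contractile genes had one at 7 of 21 (33.3%, interval 17.2 to 54.6%; Fisher's exact p = 0.190, adjusted p = 0.233). Shares in the remaining 7 lists ranged from 22.2% for smooth muscle genes to 80% for subunits of the SWI/SNF complex, with adjusted p between 0.201 and 0.788. For the 2 lists that passed, the alternative that raised the adjusted p most was a comparison with genes of the same promoter CpG content, to 0.714 for housekeeping genes and 0.818 for skeletal muscle contractile genes.

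**Figure D2:**
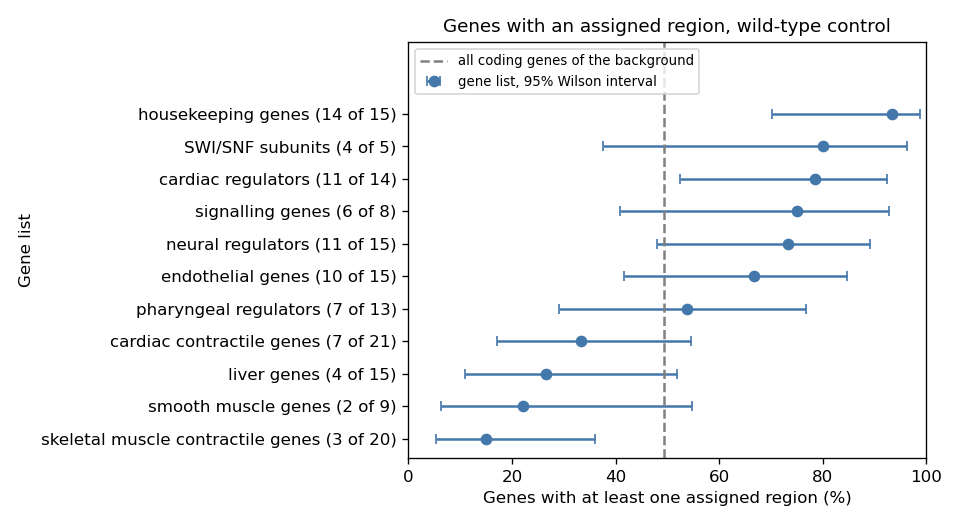
Share of genes with at least 1 assigned region (horizontal axis, percent) for 11 gene lists (vertical axis, with the number of genes in parentheses). Points are the shares, bars are 95% Wilson intervals over genes, and the dashed line marks 49.3%, the share in all 21027 coding genes. The intervals of housekeeping genes (70.2 to 98.8%) and cardiac regulators (52.4 to 92.4%) lie above the line, and that of skeletal muscle contractile genes (5.24 to 36.0%) lies below it.

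Among genes with at least 1 region, the number of regions per gene was compared in the 10 lists with at least 3 such genes. Pharyngeal regulators had 4.57 ± 2.99 regions per gene (mean and SD over 7 genes), compared with 1.49 in the other genes, a difference of 1.50 on the log2 scale (two-sided permutation test, p = 1e-05, the smallest possible; adjusted p = 1e-04). Signaling genes had 3 ± 2.76 regions over 6 genes (log2 difference 0.73, permutation p = 0.0136, adjusted p = 0.0679), and cardiac regulators had 2.45 ± 2.58 over 11 genes (log2 difference 0.40, permutation p = 0.0380, adjusted p = 0.127). Neither passed the threshold after adjustment, and the adjusted p of the other 7 lists was at least 0.224. For the width of the widest region, only signaling genes passed, with a median of 2257.5 bp compared with 1247 bp and a mean log2 difference of 0.65 (two-sided permutation p = 0.00117, adjusted p = 0.0117, 6 genes). Against genes with the same number of regions, this difference was 0.50 and the adjusted p was 0.0894.

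Cardiac and skeletal muscle contractile genes encode the same class of proteins, in a tissue that was dissected and one that was not. A region was assigned to 33.3% of 21 cardiac and 15% of 20 skeletal genes, and this difference was not distinguishable from chance (two-sided Fisher's exact p = 0.277, adjusted over 2 comparisons p = 0.554). The number of regions per gene, with zeros kept, was 0.38 ± 0.59 and 0.15 ± 0.37 (mean and SD over genes; permutation p = 0.213, adjusted p = 0.425). No difference was detected between cardiac and neural regulators either, in lists small enough to miss one. The shares were 78.6% of 14 and 73.3% of 15 genes (Fisher's exact p = 1), and the numbers of regions were 1.93 ± 2.50 and 1.33 ± 1.18 per gene (permutation p = 0.489, adjusted p = 0.489).

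Promoter CpG content was compared with accessibility after the data had been examined. Of 18115 coding genes with a GENCODE start, 47.4% had a region within 1 kb of a start. The share rose from 0.39% in the decile of lowest CpG content to 36.2% in the fourth, 62.3% in the fifth and 77.0% in the highest. The median CpG frequency at the starts was 2.1 per 100 bp for cardiac contractile genes, 2 for skeletal muscle contractile genes and 1.4 for liver genes, compared with 7.5 for housekeeping genes.

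**Figure D3:**
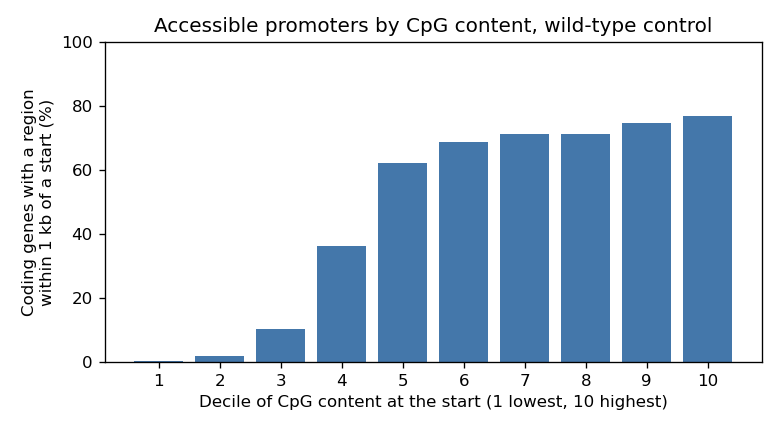
Share of coding genes with an accessible region within 1 kb of a GENCODE start (vertical axis, percent) by decile of CpG frequency in the sequence around the start (horizontal axis, 1 lowest). Each bar is the share in 1811 or 1812 genes, from 0.39% in decile 1 to 77.0% in decile 10.

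Of 37 genes taken from the study's text, 25 had an assigned region and 20 had one within 1 kb of a TSS. The 37 are not all the genes that the text names, and Actc1, for example, is not among them. Isl1 itself (chromosome 13, 117088478 to 117099896, minus strand) had 9 regions. One of them, 1709 bp wide (117099328 to 117101036), covered the annotated start, and another of 1962 bp (117083462 to 117085423) lay 15454 bp downstream of it, beyond the 3′ end of the gene. A region of 1135 bp lay 108010 bp downstream. The other 6 lay upstream, at distances from -104479 bp to -265551 bp relative to the TSS. All 9 midpoints were intergenic by gene structure alone. In the order used above for a region's place, the region covering the start counts as within 1 kb of a start.

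**Figure D4:**
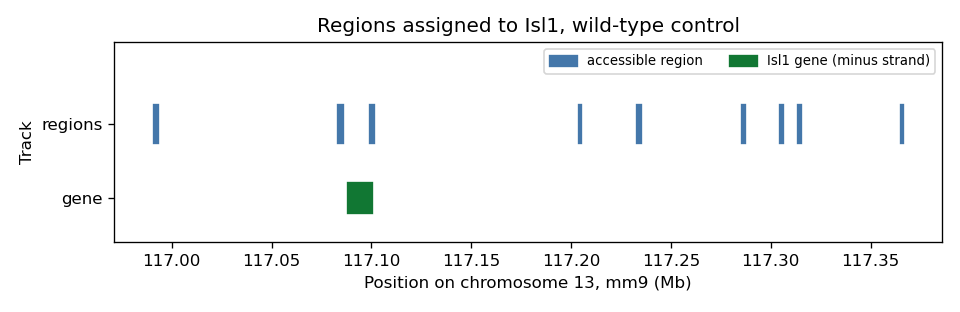
Map of chromosome 13 (horizontal axis, mm9 position in Mb) with the 9 accessible regions assigned to Isl1 in the upper track and the Isl1 gene, transcribed from the minus strand, in the lower track. One region covers the gene's start at its right end, and 6 lie to the right, at -104479 to -265551 bp from the TSS.

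Jag1 had 8 regions on chromosome 2, of which 1 of 2252 bp (136941604 to 136943855) contained its start, 1 lay in an intron and 1 was intergenic at 42222 bp downstream. The other 5 were upstream and intergenic, as far as -127709 bp from the TSS. Mef2c had 5 on chromosome 13. The widest, 2193 bp (83661887 to 83664079), contained an annotated start within the gene, 3 others lay in introns, and the remaining 1 was upstream, at -372489 bp from the assigned start. Tbx20 had 4 on chromosome 9, including 1 of 1630 bp at its start (24577957 to 24579586). Fgf10 had 4 regions, the widest of 3094 bp (chromosome 13, 119502292 to 119505385), in a UTR exon. Smarca4, which encodes Brg1, had 1 region of 1139 bp at its start (chromosome 9, 21420065 to 21421203), and Arid1a, another SWI/SNF subunit, had 3. Gata4 had 1, of 1049 bp in an intron (chromosome 14, 63874347 to 63875395), and none within 1 kb of its TSS. Ryr2 had 1 region of 1677 bp at its start (chromosome 13, 12197954 to 12199630) and 1 in an intron. Of the remaining 28 genes, 16 had between 1 and 3 regions, and 12 had none. The 12 were Nkx2-5, Tbx5, Hopx, Wnt2, Smad6, Ttn, Myl3, Tmod1, Tpm1, Myh6, Myh7 and Smarcd3, which encodes Baf60c. The region nearest to a start of these 12 genes was 12807 bp away, at Myl3.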

Values the study reported

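The study reported that 73% of all ATAC-Seq peaks overlapped between the E8.75 embryo tissue and cardiac progenitors derived from embryonic stem cells. Within 10 kb of a TSS, the overlap it gave was 93%. For the stem cell-derived progenitors, it stated that 42% of Isl1 ChIP-Seq peaks overlapped ATAC-Seq peaks, and that 76% of promoter-proximal Isl1 sites lay in open chromatin.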

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

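Across 198 recomputed values, 159 kept their direction and their side of the threshold, or stayed within their interval or a set tolerance. Values without a direction or an interval, such as the number of regions, were judged by that tolerance. Its size is not given here, so the count of 159 depends on it. Of the 159, 44 came from merging overlapping regions, which changed nothing because no regions overlap, and so show no stability. No paired analysis was possible because the regions are a single consensus of the 3 wild-type libraries, so no value carries a replicate number. For the same reason leaving out 1 library was not possible, and unknown depth limits every width and every gene without a region. Each value kept its direction and its side of the threshold, or stayed within the tolerance set for it, with coding transcripts only (23 values tried), autosomes only (11), a linear scale (10) or all rows as deposited (1, the number of regions). The cause of the changes below was not tested unless stated.

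Keeping only regions of at least the median width left 8592 regions, 7401 genes with a region, 87.9% of genes with 1 region and 0.38% with 5 or more, 44 clusters of 3 or more regions and 1.64% of regions in them. Skeletal muscle contractile genes (5%) and housekeeping genes (66.7%) no longer passed, both at an adjusted p of 0.0518. Cardiac regulators (64.3%) and signaling genes (75%) came down to the same adjusted p without passing, and endothelial genes (26.7%) fell below the background. The log2 difference in regions per gene became -0.016 for neural regulators and 0.12 for housekeeping genes, reversing both. Joining within 5000 bp gave 15 clusters with 0.27% of regions, and within 25000 bp 640 clusters with 13.4%. The density on X was 0.51 of the median autosome per Mb and 0.80 of it per assigned gene.

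Without receptor and predicted genes, pharyngeal regulators (53.8%) fell just below the background. Counting regions within 1 kb of a GENCODE start put endothelial genes (20%), pharyngeal regulators (41.7%) and neural regulators (28.6%) below the background, and liver genes (6.67%) passed. Within 10 kb, endothelial genes (33.3%) and neural regulators (50%) were below it and skeletal muscle contractile genes (30%) no longer passed. Against genes of the same CpG decile, signaling genes (62.5%), SWI/SNF subunits (60%), endothelial genes (20%), pharyngeal regulators (41.7%) and neural regulators (28.6%) fell below the matched genes. Skeletal muscle contractile genes (10%) and housekeeping genes (86.7%) no longer passed there, while neural regulators did, at an adjusted p of 0.0147. These settings with GENCODE starts were chosen after seeing the data.

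With random genes of similar territory, the log2 difference in regions per gene reversed for SWI/SNF subunits (-0.038, and -0.10 with territories from GENCODE starts) and for housekeeping genes (0.12 and 0.19). Pharyngeal regulators passed under each setting of that comparison. Against genes with the same number of regions, the difference in widest region was 0.50 for signaling genes, no longer passing, and -0.014 for pharyngeal and -0.046 for neural regulators, both reversed. Across genes, Spearman's rho of the number of regions with width reversed to -0.16 when the median width replaced the widest, a setting chosen after seeing the data.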

Other observations

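The test on mitochondrial sequence and the comparison over windows of the genome were chosen after their results had been seen in part. The comparisons with GENCODE starts and with genes of the same CpG decile were added after the data had been examined. The other tests below were fixed before their results were seen. The design gives no group to set a biological explanation against, since 1 genotype was analyzed, so apart from the search for binding motifs no biological explanation was tested.

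The 204 regions listed on more than 1 row were listed 2 or 4 times, never 3. They were wider than the 16960 regions listed once, with a median of 2147.5 bp compared with 1119 bp, on 20 of 20 chromosomes, and the mean difference was 970.004 bp (two-sided permutation p = 1e-05, the smallest possible). A candidate explanation is that the overlap step wrote a wide region once for each narrower peak it spans in another library. If so, the rows record where one library had a single peak and another had several.

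Few cardiac contractile genes had a region, 33.3% of 21, although cardiac tissue was dissected, and their difference from other genes did not pass a test. Genes such as Ttn, Myh6 and Myh7 had none in this list, which does not show closed chromatin at them. At the starts themselves, the difference between their share and that of other genes was -23.7 percentage points. Against genes of the same CpG decile, with a share of 30.4%, the difference was -6.58 points (permutation p = 0.554). The low share may therefore follow from CpG-poor promoters, as it was not distinguishable from that of matched genes in a test of 21 genes. This does not show that CpG content is the cause, since matched genes can share other properties. Among all coding genes with a GENCODE start, 47.4% had a region there. A second possibility, that their regions had been assigned to neighboring genes, gained no support from its test, which with 21 genes does not exclude it. Counting any region within 10 kb of a start gave a share of 38.1%, compared with 55.2% in other genes (Fisher's exact p = 0.128), so the gap seen for assigned regions (33.3% and 49.3%) did not close. The region nearest to a start of Ttn, Myl3, Tmod1, Tpm1, Myh6 and Myh7 was between 12807 and 153101 bp away.

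Neural regulators showed the opposite pattern. A region was assigned to 73.3% of them, yet only 28.6% of the 14 in GENCODE had one at the start, where genes of the same CpG decile had 70.2% (difference -41.6 points, permutation p = 0.00134, adjusted over 11 lists p = 0.0147). Pharyngeal regulators also had fewer than matched genes, at 41.7% compared with 71.3%, which did not pass after adjustment (permutation p = 0.0297, adjusted p = 0.164). The 7 of 13 pharyngeal regulators with an assigned region had 4.57 per gene. Endothelial genes had the same direction without passing, with a region assigned to 66.7%, one at the start in 20%, and 41.1% in matched genes (permutation p = 0.0665, adjusted p = 0.244). For cardiac regulators the share at the start was 64.3% and that of matched genes 62.0%. Whether the lists differ from one another at the start was not tested. For assigned regions, no difference between cardiac and neural regulators was detected (Fisher's exact p = 1), in lists small enough to miss one.

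The 7 genes with the most regions were Nrxn3, Btbd3, Flrt3, Kif16b, Cntnap2, Got2 and Nr2f1. If regions were assigned to the nearest TSS, a gene with a large territory would receive more of them, and this may account for part of the pattern. Each of the 7 had been predicted to be above percentile 90 of territory among 22183 coding genes. The 6 others were, from 92.4 to 99.9, but Flrt3 was at percentile 88.8, so the prediction was missed for 1 gene, and the explanation was read as undecided after the value was seen. The measure itself is limited. Regions assigned to Flrt3 spanned 0.918 Mb, more than its territory of 0.236 Mb between GENCODE starts, and the same held for Got2 (1.50 and 0.337 Mb) and Kif16b (0.947 and 0.570 Mb). These territories are therefore not those of the authors' assignment, and the miss may come from the measure. Repeated sequence did not account for it. The 95 distal regions of these genes did not have a higher mean share of repeated 31-mers than other distal regions (difference -2.24 percentage points, permutation p = 0.119).

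Btbd3, Flrt3 and Kif16b are neighbors on chromosome 2, in the densest 10-Mb segment of regions beyond 10 kb from their assigned TSS (132729561 to 142729560). The segment held 98 such regions, where the genome mean was 25.5 and the densest segment of any other chromosome held 70, on chromosome 3. It contained regions assigned to 24 genes, among them Kif16b, Btbd3, Flrt3, Lamp5, Jag1 and Bmp2. When the gaps between regions were shuffled 1000 times, 0% of draws gave a segment as dense, and the highest had 66. The 70 on chromosome 3 also exceeded the highest draw, so the shuffling does not single out chromosome 2. Repeated 31-mers were no more frequent than in other distal regions (difference -2.55 points, permutation p = 0.0705). A gain in copy number or depth would also raise promoter calls, and these were raised. A region was present at 20 of 26 coding promoters, 27.4 percentage points above genes of the same CpG decile (permutation p = 4.3e-04), and promoter regions there had a median width of 1629 bp compared with 1294 bp. Distal regions were not wider, with a median of 922 bp compared with 938 bp. This does not decide against a gain of depth, which could also add narrow regions to the list. A promoter width as high was found in 24 windows outside the segment. In addition, promoter calls also rose with the number of distal regions over 266 windows of 10 Mb outside the segment (Spearman's rho 0.388, Pearson's r 0.37, permutation p = 1e-05, the smallest possible; neighboring windows are not independent), and 5 of those windows had a promoter excess as high. The segment's boundaries were placed to hold the most distal regions. In the 2 fixed windows that overlap it, the promoter excess was 5.16 and 15.03 points and the median promoter width 1324.5 and 1322.5 bp. These windows held 76 and 56 coding genes, compared with 26 in the segment, so they include many genes outside it. A gain confined to the segment would be diluted there, so the lower values do not tell it from an effect of the boundaries. The promoter excess of 27.4 points is therefore no specific sign of a gain of depth, since the relation of 0.388 holds elsewhere too. The 2 explanations were not separated, and read depth along chromosome 2 in each library would separate them.

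Among the 3 widest regions, the mean share of repeated 31-mers was 26.99 percentage points above that of other regions (permutation p = 0.0211). The difference rests on the region in Atp6v1h, at 89.8%, since the regions at Pcdh17 and 4932441J04Rik had 2.45% and 0%. The Atp6v1h region may therefore be an artifact of reads from repeated sequence. Over the whole list, the mean share was 3.77%, compared with 12.3% in windows shifted by 20 kb, and 316 regions (1.84%) had over 50% of their 31-mers repeated.

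A total of 9 regions held a 31-mer of the mitochondrial genome, compared with 0 of the shifted windows (two-sided exact sign test, p = 0.00391). The test was prompted by these regions, so its p adds no independent support. The strongest was a region of 680 bp on chromosome 5 (60433794 to 60434473), which shared 174 of them. Mitochondrial reads placed on nuclear copies are a candidate explanation for these 9 regions.

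In the 8081 regions more than 1 kb from the assigned TSS, 3 of the 11 motifs searched were more frequent at the center than 3 kb away. Their reversed string was not. For SOX and TEAD, regulatory protein binding motifs at these sites are a candidate explanation. Some of the 8081 regions lie at another annotated start, since 9620 regions of the list were within 1 kb of a GENCODE start and 9083 within 1 kb of the assigned TSS. For CTCF the reversed string occurred in 0% of centers and 0% of flanks, so this control was not able to fail. The 3 were CTCF (4.38% and 0.16% of regions), SOX (19.01% and 13.35%) and TEAD (22.2% and 16.1%), each with an adjusted p of 5.05e-22 or less from an exact test on discordant pairs. Several motifs were less frequent at the center, namely MEF2 (1.26% and 2.90%), T-box (10.8% and 16.1%), NKX2 (6.74% and 8.87%) and FOX (10.8% and 13.1%). Each had an adjusted p of 1.15e-05 or less from the same test. The motif of GATA factors was also less frequent at the center, 35.0% compared with 48.0%. Its reversed string fell further, with a ratio of 0.64 against 0.73. The cause was not tested, and the base composition of centers and flanks was not compared. The homeodomain string CTAATG was unchanged, 11.2% and 11.4% (exact test, adjusted p = 0.760), while its reversed string fell to a ratio of 0.78. The reversed string GTAATC shares TAAT with it, so it is not an independent control for this motif. Relative to the reversed string, 8 of the 10 motifs for which this could be computed were more frequent, and those for NKX2 and T-box were not. The 8 include those of GATA, MEF2 and FOX factors, which were themselves less frequent at the center. They also include CTAATG, with the limit given for its reversed string.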
